A study of Mus musculus with 2 samples. Its data were reported in "PPARG contributes to urothelial integrity in the murine ureter by activating the expression of Shh and superficial cell-specific genes" (2025).

How the data were processed

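RNA of pooled, sex-sorted mouse ureters at embryonic day 16.5 was compared on 2 dual-colour whole-genome oligonucleotide arrays, each with a Pparg-cKO and a control pool. Replicate 1 (array 1) held female and replicate 2 (array 2) male pools. Grouping followed the labels. The stage label of the second channel states embryonic day 14.5, while titles and protocols state 16.5, and the latter was used. Both arrays lay on 1 slide and were read in 1 scan, so neither was a batch that could be used as a block. Dye and sex changed together between the arrays and cannot be told apart.

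The dye labels and the direction used by the study conflict on both arrays. The RNAs were therefore named by dye: RNA A is the RNA labelled with AlexaFluor647 on array 1 and AlexaFluor555 on array 2, control by the labels and Pparg-cKO if the authors' deposited fold changes are Pparg-cKO over control. RNA B is the other. The comparisons, fixed as higher and lower in Pparg-cKO, are reported as brighter in RNA A and brighter in RNA B, and no genotype was inferred from the values.

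Per the file headers, Feature Extraction 10.7.3.1 made the deposited processed intensities of each spot. The authors' intensities were background-subtracted, replaced by surrogate values near background (7.98% of green and 15.2% of red spots on array 1) and dye-normalised within the array by a linear step and LOWESS. The deposited log10 ratio of red over green was used only to check the dyes, and equalled the ratio of the processed signals within 0.001 for 88.9% of spots on either array. The deposited mean signals and local background intensities were used for an alternative. The authors' deposited table of signed fold changes was set against the scanner values and used as an alternative. Its samples are titled Pparg-cKO vs control, and the direction of its values is not stated beyond that title. Because the signals had already passed LOWESS, the ratios of strongly dye-biased or dim probes depend on that step.

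Control spots (17263 per array) and spots flagged as outliers or by hand (5705 on array 1, 5579 on array 2) were left out, and log2 processed signals were averaged over the spots of a probe. All 4 spots were kept on both arrays for 30119 probes, and 48 probes had no kept spot on an array. Probes were named through the RefSeq listing of assembly GRCm38.p6 for 28328 of 39429 probes, used for names only, and the other 11101 kept the name in the file. Positions are those of the files (mm9). A gene was represented by its probe with the highest mean log2 signal over the 4 channels. A probe was well above background where at least 0.5 of its kept spots were. Values of the 2 arrays are given as mean ± SD.

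The study's methods name an intensity threshold and a fold change but not how the threshold applies to dyes and arrays. The main count read them as at least 1.5-fold in the same direction on both arrays with a signal of at least 100 in the brighter RNA on both. limma 3.58.1 (lmFit with an intercept, eBayes, R 4.3.3) was applied to the 2 log2 ratios of 21429 genes well above background on both arrays in at least 1 RNA, with Benjamini-Hochberg adjustment at 0.05. Gene lists were tested two-sided with camera at a preset correlation of 0.01, adjusted over 21 lists, beside fry, camera with an estimated correlation and the percentile of the list among 10000 random lists matched on signal. The lists were uroplakins, basal keratins, transcription factors of the urothelium, the SHH pathway, smooth muscle, adipose targets of PPARG and the study's in situ candidates, and, as checks on other cells or tissues, pan-epithelial, proliferation, oxidative phosphorylation, nephron, collecting duct, liver, mast cell, red blood cell, endothelium, steroidogenic and late spermatid genes. Tables were read with the data.table package 1.17.8 and plots drawn with matplotlib 3.10.9.

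The groups, the filter, the tests, the gene lists and the rule for naming genes were fixed before the data were examined. Named are Pparg, the genes of the lists on the study's questions, the 10 genes with the highest and the 10 with the lowest mean log2 ratio past the filter, genes that the study's text names and the sex check genes. Alternatives fixed then were normexp background correction (offset 50) with loess, loess on the processed signals, centring on the median, the authors' deposited table, other rules for probes, intensity and fold, no filter on dim probes, an intensity trend, fits of separate channels and leaving out each array. An intensity threshold of 50, and counting genes with shared probe sequence (20 bases, or a transcript) once, were chosen after seeing the data.

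The filter, limma and camera were tested on simulated data for RNA A against RNA B with 10000 genes, 200 of them changed. With a narrow spread between arrays and no dye effect, the filter and limma recovered 100% of changed genes. In that setting, limma made 29 false calls, more than its nominal rate. Recovery here refers only to changes of the simulated size, and does not show how genes close to the fold threshold would fare. With the dye effect as measured, limma made 0 false calls and the filter counted 201 genes in opposite directions. In a second simulation, added later, with spreads drawn from an inverse chi-square distribution, limma recovered 100% with 31 false calls without a dye effect and 97.5% with 11 false calls with it, and the filter passed 68 and 79 unchanged genes. It counted 64 genes in opposite directions without the dye effect and 374 with it. The measured dye effect came from the difference between the arrays, which also holds chance variation. The counts with it therefore do not describe dye alone.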

Results

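Gene expression in the ureter of E16.5 mouse embryos was profiled to ask which transcripts change when Pparg is deleted from the ureteric epithelium. Pparg encodes a ligand-dependent transcription factor of the nuclear receptor family. In the conditional mutants (Pparg-cKO), a cre recombinase driven by Pax2 sequences removes exons of Pparg that are flanked by loxP sites. The data comprised 2 dual-colour oligonucleotide arrays. Array 1 carried RNA of pooled ureters from female embryos and array 2 RNA of pooled ureters from male embryos. On each array, 1 Pparg-cKO pool was hybridised against 1 control pool, with the dyes exchanged between the arrays. Each array held 157716 probe spots for 39429 probes, in general 4 spots per probe. No spot was saturated. On array 1, 80.3% of spots in the green channel and 70.4% in the red channel were well above background, and on array 2 the shares were 80.4% and 70.4%. The precision of all comparisons was limited by the number of arrays, which was 2.

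The labels and the study conflict on the genotype behind each dye. The arrays alone cannot settle it, and no direction between genotypes is stated. The RNA labelled red (AlexaFluor647) on array 1 and green (AlexaFluor555) on array 2 is called RNA A, and the other RNA on each array is called RNA B. By the labels, RNA A was control and RNA B was Pparg-cKO on both arrays. The study's text describes uroplakins, Krt20 and Shh as decreased in Pparg-cKO ureters, and under that reading RNA A was Pparg-cKO. Its in situ hybridisation on sections, which is separate from the arrays, describes Krt20, Hsd17b2 and Upk1a as reduced in the mutant. The study also states that luminal cells of the mutant lacked uroplakin protein at fetal stages. Krt20, Hsd17b2 and all 5 uroplakin genes were dimmer in RNA A on both arrays, which argues against the labels as given. The authors' deposited table holds a signed fold change per probe and array. Across probes with a signal of at least 100 in both dyes, its values correlated with the ratio of RNA A over RNA B with a Pearson r of 0.996 on array 1 (18720 probes) and 0.997 on array 2 (18978 probes). Of the 1244 probes past 1.5-fold in the authors' deposited table on array 1 and the 958 on array 2, 0 had the sign of Pparg-cKO over control as labelled. All ratios are therefore given as log2 of RNA A over RNA B. A gene described as brighter in RNA A was higher in control under the labels and higher in Pparg-cKO under the study's text.

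The sex of the pools was checked first. The X inactivation transcript Xist had signals of 1980 in RNA A and 1651 in RNA B on array 1, and was not well above background in either RNA on array 2, with signals of 3.06 and 2.43. The Y-linked gene Ddx3y had signals of 10.9 and 16.7 on array 1 and of 4794 and 4396 on array 2. Eif2s3y had signals of 10.6 and 13.5 on array 1 and of 2013 and 2245 on array 2. These signals matched the labelled sex of both pools on each array.

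The targeted gene was read by 1 probe, at chromosome 6, 115440213 to 115440272 (mm9). Its signals were 11295 in RNA A and 7430 in RNA B on array 1, and 12888 and 7872 on array 2. The log2 ratio was 0.60 on array 1 and 0.71 on array 2, with a mean of 0.66 ± 0.076 (SD, n = 2 arrays). Pparg thus passed 1.5-fold on both arrays, but its limma adjusted p of 0.615 did not pass the threshold. Whether the probe lies within the deleted exons was not analysed here, and the value does not settle which RNA was the mutant. The study's in situ hybridisation found a Pparg transcript without the deleted exons in the mutant at E16.5, increased over control at a later stage. A probe outside those exons would read this transcript, so a brighter signal does not exclude RNA A as the mutant.

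Genes were first counted by a filter on fold change and signal after the study's methods, which has no p-value. How the signal threshold was applied to the dyes and arrays is a choice made here. A gene passed when its ratio was at least 1.5-fold in the same direction on both arrays and the brighter RNA had a signal of at least 100 on both. Among 29982 genes with values, 47 passed as brighter in RNA A and 69 as brighter in RNA B, so that 59.5% of the 116 genes were brighter in RNA B. With the same thresholds, 129 genes passed 1.5-fold in opposite directions on the arrays. Of these, 89 were brighter in RNA A on array 1 and in RNA B on array 2, which is the red channel both times, and 40 were brighter in the green channel both times. The count in opposite directions rose most without the intensity threshold, to 3292 genes. At that setting, 193 genes were brighter in RNA A and 239 were brighter in RNA B. At 2-fold on both arrays, 48 genes went in the same direction and 0 in opposite directions, and at 3-fold the counts were 12 and 0. The counts in the same direction rose most when 1 array was left out. They were 321 genes brighter in RNA A and 637 in RNA B on array 1 alone, and 301 and 488 on array 2 alone.

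Across the 21429 genes tested, the log2 ratios of the arrays had a Pearson r of −0.055 and a Spearman rho of −0.249, so that the relation by rank was negative. Genes are not independent replicates, so no p-value was attached. Among the 15008 genes with a signal of at least 100 on both arrays, r was −0.191 and rho was −0.376. The standard deviation of the mean log2 ratio across tested genes was 0.23, against 0.25 for the difference between the arrays divided by 2. The part of the ratios that changed sign with dye and sex was thus as large as the part that did not. Without the filter on dim probes, r fell to −0.493.

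**Figure D1:**
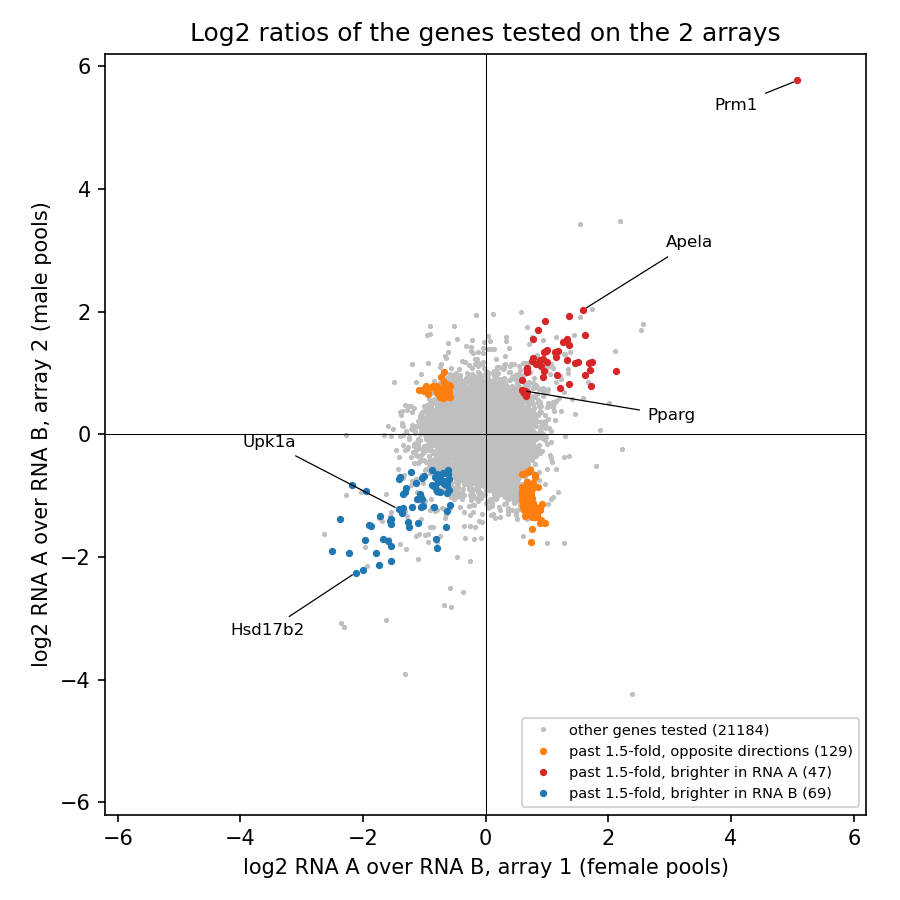
Log2 ratio of RNA A over RNA B on array 1 (female pools, horizontal axis) against array 2 (male pools, vertical axis), 1 point per tested gene. Red and blue points are the 47 and 69 genes past 1.5-fold in the same direction, orange points the 129 genes past it in opposite directions, and grey points the remaining genes, some of which lie far out with signals below 100.

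By limma, with 1 residual degree of freedom per gene and moderated variances, 27 genes were called brighter in RNA A and 40 brighter in RNA B at a Benjamini-Hochberg adjusted p under 0.05. Of the 116 genes past the filter, 37 were among these calls. The number of calls depended on the normalization. When each array's log2 ratios were centred on their median, a shift of less than 0.05 on either array, 1 gene, Prm1, was called in RNA A and 0 in RNA B, with 305 and 442 genes at an unadjusted p under 0.05 against 359 and 451 before centring. With loess within each array on the processed signals, 8 and 20 genes were called. The limma calls are for this reason given as descriptions of one normalization. With 2 arrays, an exact sign-flip test of a single gene cannot go below a two-sided p of 0.5.

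Prm1, which encodes a sperm chromatin protein, had the highest ratio of the genes that passed. Its 1 probe (chromosome 16, 10796450 to 10796509, mm9) had signals of 517 in RNA A and 15.3 in RNA B on array 1 and of 759 and 13.9 on array 2, a mean log2 ratio of 5.43 ± 0.48 (SD, n = 2 arrays; limma adjusted p = 8.38e-05). It was called under 7 of the 9 alternatives with a test, and not with the authors' deposited table or without the filter on dim probes. The next genes brighter in RNA A were Apela (1.81), Krt6a (1.65), Tspan1 (1.62), Mup1 (1.58), Ccdc198 (named 1700011H14Rik in the files, ccdc198 in the reference table, 1.46), Arhgef38 (1.44), the predicted transcript ENSMUST00000177969 (1.44), Mup18 (1.43) and the predicted transcript ENSMUST00000099683 (1.41), each as mean log2 ratio. Among these, Mup1 had a limma adjusted p of 0.0813 and the others lay below 0.05. The probes of the predicted transcripts share sequence with each other, as do those of the Mup genes, so they are not separate measurements. When genes with shared probe sequence were counted once, the count in RNA A was 39 in place of 47.

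Among the genes past the filter in RNA B, the lowest mean log2 ratios were those of Gsdmc3 (−2.21), Hsd17b2 (−2.19), Sele (−2.11), Gsdmc4 (−2.08) and Sptssb (−1.94). Fa2h (−1.88), Aqp3 (−1.86), Fam183b (−1.85), F630003A18Rik (−1.81) and Upk3b (−1.69) followed. The limma adjusted p of these 10 genes lay between 0.0122 and 0.0319. Slc47a1, at −2.04 with signals below 100, did not pass the filter as read here, although the study followed it as a gene decreased in the mutant. Hsd17b2 (chromosome 8, 120282508 to 120282567, mm9) had signals of 112 in RNA A and 485 in RNA B on array 1 and of 112 and 533 on array 2. None of these calls held under median centring. Of the 18 genes past the filter with more than 1 probe, 9 had another probe with a signal of at least 100. In 3 of these, Ivl, Sh3bgr and Sh3bgrl2, another such probe was below 1.5-fold on at least 1 array, and in Sh3bgrl2 also in the mean. Sh3bgr was singled out after its values were seen. No such probe had a mean of the opposite sign.

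The study asked about differentiation of superficial cells, the luminal layer of the urothelium. The 5 uroplakin genes, which encode membrane proteins of these cells, were all brighter in RNA B on both arrays, with a median log2 ratio of −0.70 (camera, two-sided, adjusted p = 7.42e-15). Upk3b had a mean log2 ratio of −1.69 ± 0.033, Upk1a of −1.32 ± 0.14, Upk3a of −0.70 ± 0.093, Upk1b of −0.61 ± 0.082 and Upk2 of −0.57 ± 0.24 (SD, n = 2 arrays each). Upk3b, Upk1a and Upk3a passed the filter. All 5 also kept this direction on both arrays under each of the 3 other scalings. A list of 6 nephron genes was likewise dimmer in RNA A, with a median of −0.72. Krt20 had a log2 ratio of −1.96 on array 1 and −0.92 on array 2 and passed the filter, with a limma adjusted p of 0.0985. Snx31 had a mean log2 ratio of −0.40. The keratins of basal cells, Krt5, Krt14 and Krt15, were brighter in RNA A on both arrays, under each scaling as well, with mean log2 ratios of 0.47, 0.43 and 0.44 (list median 0.44, camera adjusted p = 2.83e-04), each mean below 1.5-fold. Krt4 passed the filter with a mean of 1.19, and Krt6b had a mean of 1.89 with signals below 100.

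**Figure D2:**
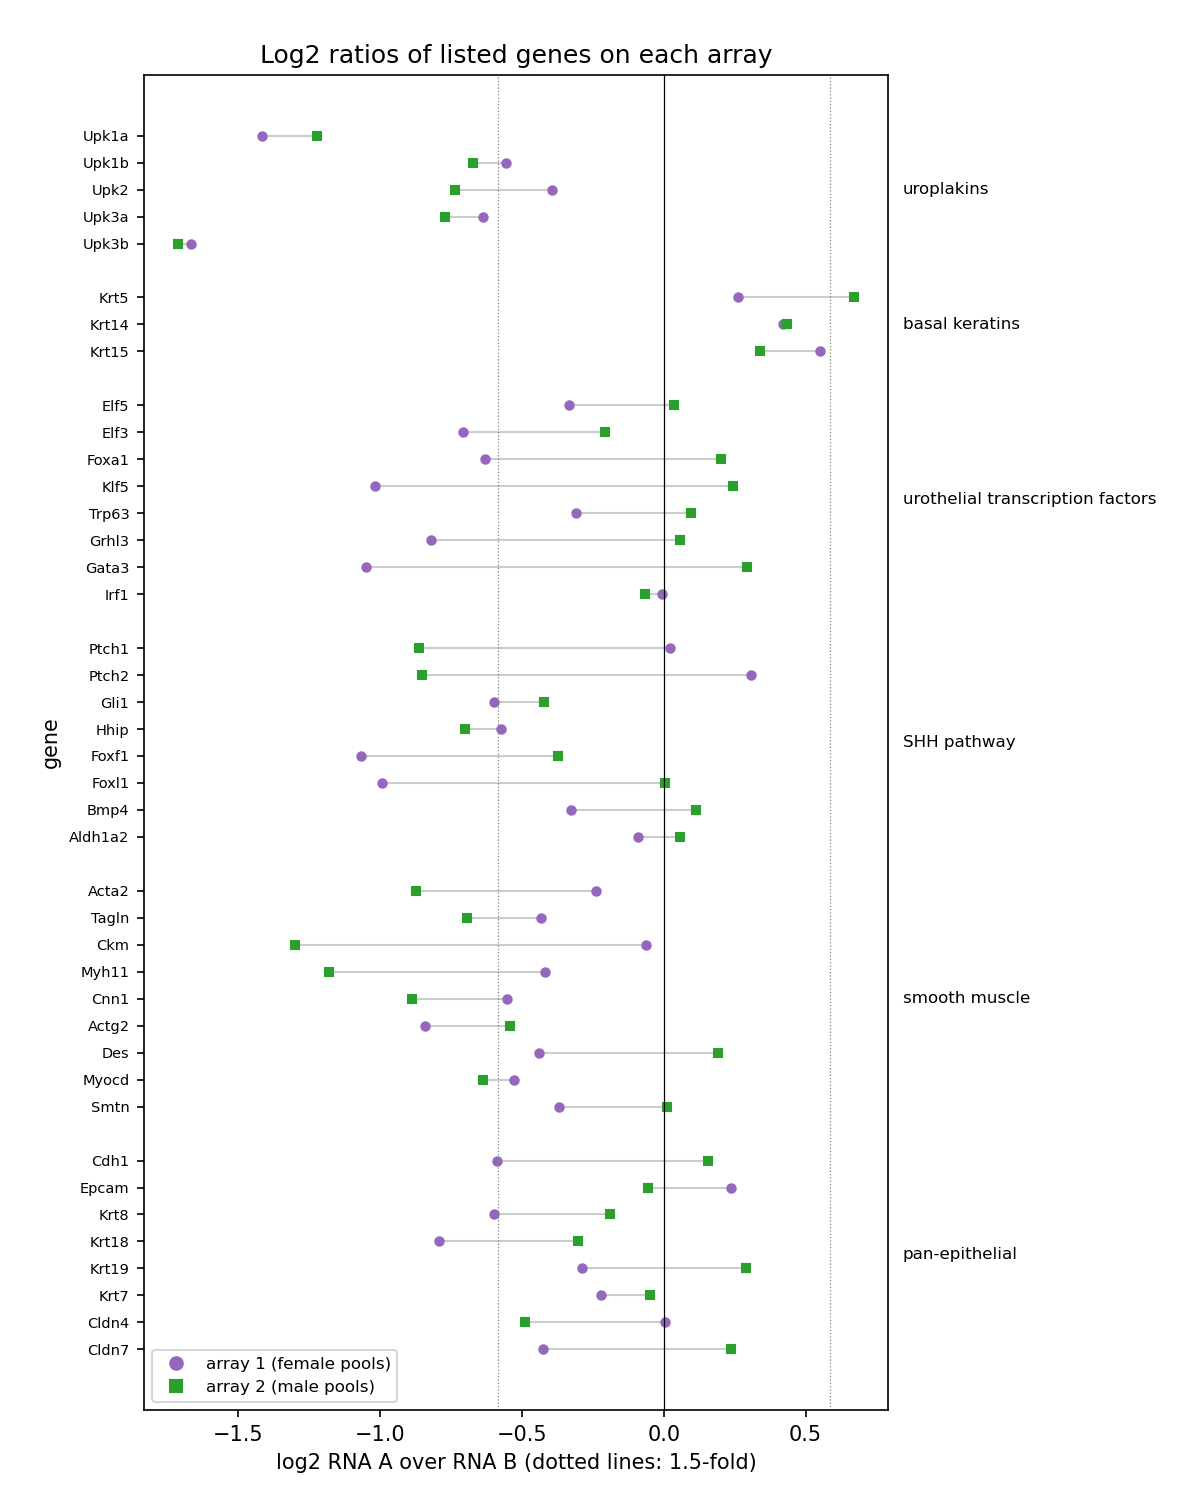
Log2 ratio of RNA A over RNA B (horizontal axis) of the tested genes of 6 lists, with array 1 (female pools) as circles, array 2 (male pools) as squares, a grey line joining the 2 values of a gene and dotted lines at 1.5-fold. The 5 uroplakins lie left of 0 and the 3 basal keratins right of 0 on both arrays, while several transcription factors lie on different sides on the 2 arrays.

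Among 8 transcription factor genes of the urothelium, the median log2 ratio was −0.67 on array 1 and 0.078 on array 2 (both arrays −0.30, camera adjusted p = 0.00287). Gata3 had a log2 ratio of −1.05 on array 1 and 0.29 on array 2, and Klf5 of −1.02 and 0.24. The difference between the arrays was not tested, and camera's p does not measure whether the arrays agree. With fry the adjusted p of this list was 0.616, and with camera at an estimated correlation 0.528. By in situ hybridisation the study found no change of Elf5, Foxa1, Klf5, Trp63 and Grhl3 in the mutant. Shh had a mean log2 ratio of −1.21 ± 0.23 (SD, n = 2 arrays) with signals below 100, so that it did not pass the filter as read here, and a limma adjusted p of 0.0748. The study's own filter kept Shh as decreased in the mutant, so that filter was not applied as it was here. The 8 genes of the SHH pathway had a median of −0.46 (camera adjusted p = 4.51e-06), with 3 brighter in RNA B on both arrays. Ptch1 had a log2 ratio of 0.021 on array 1 and −0.86 on array 2, and Aldh1a2 of −0.092 and 0.057. The 9 smooth muscle genes had a median of −0.58 (camera adjusted p = 3.42e-11), and 7 were brighter in RNA B on both arrays. The 5 tested targets of PPARG in adipose tissue had a median of −0.087 (camera adjusted p = 0.205), and Fabp4 had a mean of 0.30. The study did not detect Fabp4 in the ureteric epithelium, and at later stages found it in adipose tissue around the ureter. The Fabp4 value may thus not come from the targeted cells.

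The candidates that the study followed by in situ hybridisation were chosen on these same arrays, so their values are not independent evidence. Upk1a and Upk3b are also in the uroplakin list. The 12 candidates assigned to superficial cells had a median log2 ratio of −1.18 (camera adjusted p = 3.06e-39) and all 12 passed the filter in RNA B. The 5 candidates of superficial and intermediate cells had a median of −1.02 (adjusted p = 2.28e-17), the 2 tested candidates of the whole urothelium, Aqp3 and Dock8, of −1.67 (adjusted p = 9.89e-12), and the 4 candidates without an in situ signal of −1.24 (adjusted p = 1.04e-16). Magea9 was not analysed here. Across the 38 tested genes of the lists on the study's other questions, 7 passed an adjusted p of 0.05 when adjusted over the list alone and 2 when adjusted over all genes tested. Of 21 lists tested, 14 passed camera's threshold with its preset correlation between genes of 0.01. With fry, 3 lists passed, all of them in situ candidates (superficial cells, whole urothelium, without signal), and with camera at an estimated correlation 0 passed, with 1 list, the superficial cell candidates, at an unadjusted p under 0.05.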

Values the study reported

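For the E16.5 ureter, the study counted 59 genes as increased and 87 as decreased in the mutants, with signals of at least 100 and a change of at least 1.5-fold. Krt14 and Krt15 were each given as changed by +1.4 at this stage.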

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

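The tests of a shift with signal and of chance variation were chosen only after the result was seen, the others before. On the arrays of female and male pools, 129 genes passed 1.5-fold in opposite directions, more than the 116 that passed in the same direction. What drew attention is that each of these genes moved one way in the female pools and the other way in the male pools. With 1 array per sex, the difference between the sexes was not tested. In 89 of them the red channel was the brighter on both arrays. A shift of 1 array's ratios with signal is argued against as the whole cause, since 97 of the 129 genes were found again among 105 after normexp and loess from the unnormalised signals. Loess on the processed signals, tried first, left 125 of the 129 but says little, because those signals had already passed LOWESS. A dye bias that follows the base composition of the probes was also not borne out, since the share of G in the probe had a Spearman rho of −0.059 with red over green across tested genes. Chance variation that is independent between the arrays is argued against as the whole cause. It would give no negative relation between the arrays and an even split between the dyes, whereas the Spearman rho was −0.376 (Pearson r −0.191) across the 15008 genes with a signal of at least 100, and the split was 89 against 40. What stays open is a dye bias of single probes and an effect of the genotype that differs between the sexes. Dye bias and an effect of sex cannot be told apart in the 129 genes, because dye and sex change sides together. Chance stays open for part of the genes, as in simulations of 10000 genes with no dye effect, 0 genes went in opposite directions with a narrow spread and 64 with spreads drawn from an inverse chi-square distribution. A plain sex difference is not among the explanations, since both RNAs of an array came from the same sex.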

How the results depend on the processing

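The tests with an intensity threshold of 50 and with shared probe sequence counted once were chosen only after the results were seen, the others before. The mean log2 ratio of Pparg kept its direction under each alternative, between 0.60 and 0.71 with either array left out, and its limma adjusted p lay between 0.341 and 1 over all settings. The counts of the 1.5-fold filter stayed within 1.5 times under the scalings, the authors' deposited table, the other rules for probes, a mean signal of 100 and the alternatives chosen afterwards. With normexp and loess, 41 genes were brighter in RNA A, 66 in RNA B and 105 went in opposite directions.

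The thresholds moved the filter's counts, by their construction. Without an intensity threshold, 193 genes were brighter in RNA A, 239 in RNA B and 3292 went in opposite directions. With well above background in place of a signal of 100, the counts were 128, 148 and 390. At a signal of 200, 28 genes were brighter in RNA A. At 2-fold the counts were 19, 29 and 0. With the threshold on the mean log2 ratio, 133 genes were brighter in RNA B and 355 went in opposite directions. With either array left out, 301 to 321 genes were brighter in RNA A and 488 to 637 in RNA B. Without a threshold, most genes in opposite directions were thus not well above background, whereas most genes in the same direction were.

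The limma calls of 27 genes in RNA A and 40 in RNA B were not stable. They became 1 and 0 with normexp and loess (201 and 325 at an unadjusted p under 0.05), 8 and 20 with loess on the processed signals, 1 and 0 with centring on the median (305 and 442 unadjusted), 0 and 0 with the authors' deposited table (262 and 305 unadjusted), 0 and 0 without the filter on dim probes (220 and 274 unadjusted), and 1 and 0 in each fit of separate channels, with the genotype only (350 and 363 unadjusted) or with genotype and dye (367 and 382), which have no replicate block for the array. The prior degrees of freedom were 7.59 in the reported fit, 5.23 with normexp and loess, 6.53 with loess and 5.71 with centring, and the cause of the lost calls was not tested further. Counts stayed within 1.5 times with the median over probes, any probe or an intensity trend. Of the 25 named genes called by limma, none changed direction, and in 157 of 225 tests under alternatives the call was lost. Prm1 lost it with the authors' deposited table and without the filter on dim probes, and was called in the 7 other fits. The named genes Mup1, Mup17 and Psca gained a call under an alternative.

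The correlation between the arrays moved from −0.055 to −0.178 with normexp and loess and to −0.493 without the filter on dim probes, and the cause was not tested. It needs both arrays, so leaving one out gave no value. Of the gene lists, 14 passed with camera, 3 with fry and 0 with camera at an estimated correlation (1 at an unadjusted p under 0.05). No list median changed sign under the other scalings except that of the collecting duct list, which was 0.032 with normexp and loess. With either array left out, the mean log2 ratio of the transcription factors ranged from −0.61 to 0.082, of the liver list from −1.25 to 0.057 and of the steroidogenic list from −0.97 to 0.024, so that each changed sign. Some lists not past camera's threshold also changed sign in the mean. These were red blood cell (−0.16 to 0.22), oxidative phosphorylation (−0.088 to 0.0089) and proliferation (−0.0011 to 0.12). No test was possible on 1 array.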

Other observations

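The tests on exchanged dyes, on repeated sequence, on liver RNA in array 2, on Fxyd4 and on kidney tissue as a source of the nephron genes, and the use of the nephron list's direction against the uroplakins, were chosen only after the results were seen, and the others before.

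The dyes in the labels run against the authors' deposited table. An exchange in the labels of 1 array only is argued against by the 48 genes past 2-fold on both arrays, which went the same way once turned by the labels, with 0 going opposite ways. The correlation across genes past 1.5-fold had been chosen for this test and was weakly negative (Pearson r −0.047, Spearman rho −0.164), the sign that such an exchange would give. The 2-fold count was taken in its place after that was seen. An exchange in the labels of both arrays may explain the conflict, since all 1244 probes past 1.5-fold on array 1 had the opposite sign. The arrays alone would give the same values with an inverted table. All 12 superficial cell candidates were dimmer in RNA A on both arrays. The study's in situ hybridisation describes these candidates as reduced in the mutant. That evidence is separate from the arrays, goes with an exchange in the labels and argues against the labels as given. The sections were not analysed here, so the RNAs were not renamed. No biological explanation was tested.

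Prm1 was 33.9-fold brighter in RNA A in the female pools and 54.5-fold in the male pools. Testis RNA is argued against, since the tested late spermatid genes, Prm2 and Tnp1, had a median log2 ratio of 0.14 and signals between 7.71 and 18.0 in both RNAs, and female embryos have no testis. A transgene transcript that carries Prm1 sequence may be the source, and would mark the RNA that carries the transgene, but the 33.9-fold ratio rests on 1 probe. The construct of the cre line was not analysed here, so this explanation cannot be told apart from expression of the gene itself, and it was not used to name the RNAs.

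The uroplakins were dimmer in RNA A. A smaller share of epithelium in RNA A is argued against as the whole cause. The pan-epithelial list had a median log2 ratio of −0.18 (camera adjusted p = 0.0156) against −0.70 for the uroplakins. The basal keratins had 0.44. The pan-epithelial median was −0.36 on array 1, against −0.64 for the uroplakins, and −0.051 on array 2, against −0.77. A smaller share of epithelium thus stays open on array 1 for part of the difference in the uroplakins. Kidney tissue dissected along with one RNA is argued against as their source, if that tissue holds few uroplakin transcripts of its own, which was not tested. The 6 tested nephron genes had a median of −0.72 (adjusted p = 8.31e-12) and were all dimmer in RNA A on both arrays. Their median was −0.87 on array 1 and −0.42 on array 2, and −0.37 over both under normexp and loess. With loess on the processed signals, 5 of the 6 were dimmer on both arrays. Such values would mean more kidney tissue in RNA B, where under that condition it would dilute the uroplakins. The uroplakins were instead brighter in RNA B, while the basal keratins were dimmer there. A difference between the genotypes stays open as the biological explanation, with its direction left unassigned here.

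Whether the nephron genes themselves came from kidney tissue in RNA B stays open. Their signals were low, at most 291 for Lrp2, and the 8 collecting duct genes had a median of −0.0053 and a mean of 0.036 (adjusted p = 0.993), with members going both ways, among them Fxyd4 at 1.16. The low signals and the mixed directions keep the question open, and it was not tested which of these genes the ureter itself expresses. An effect of the genotype on these genes also stays open.

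Of the Mup genes, which encode major urinary proteins, Mup1, Mup17, Mup18 and Mup19 passed the filter in RNA A. Their probes share sequence and form 1 group. The other tested Mup genes were also brighter in RNA A on both arrays, except Mup21, and each mean kept this direction under the other scalings. Liver RNA in RNA A is argued against as their source, since the liver list had a mean log2 ratio of −0.60, the other direction (median −0.56, camera adjusted p = 2.33e-09). That list differed between the arrays, and with fry it had an adjusted p of 0.616. Its median was 0.023 on array 1 and −1.21 on array 2, where all 10 genes were dimmer in RNA A, between −1.69 and −0.92. Afp, for example, had signals of 3213 in RNA A and 3454 in RNA B on array 1 and of 1150.0 and 3052 on array 2. Liver RNA carried unequally into the male pools may explain this, as the −1.21 was shared by the whole list, but an effect of the genotype in male pools was not tested. Ttr, 1 of the 10, is also named by the study as a gene of superficial cells.

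Of the genes brighter in RNA A, 6 predicted transcripts on chromosomes 2 and 9 had mean log2 ratios of up to 1.44. All 6 fall into 1 group by shared probe sequence or transcript, so that 1 repeated sequence read by several probes may explain why they moved alike.

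Strain DNA linked to the floxed Pparg allele is argued against as a source of differences in most linked genes, since the 103 tested genes within 5 Mb of Pparg had a median absolute log2 ratio at percentile 7.39 of matched random lists. This median says nothing of single genes. Fxyd4 (chromosome 6, 117883603 to 117883662, mm9), singled out after its values were seen, lies in this window and passed the filter in RNA A with a mean log2 ratio of 1.16. For Fxyd4, linked strain DNA and an effect of Pparg cannot be told apart from 1 gene. By the study's breeding scheme controls carry a floxed allele as well, so that linked DNA would differ only in part between the RNAs, which also limits what the percentile can show. Extra gene copies carried by the cre transgene are likewise not borne out, since the 8 tested genes within 0.25 Mb of Pax2 had a median log2 ratio of −0.029, with values between −0.35 and 0.071.

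Among the other lists, mast cell genes had a median log2 ratio of 0.37 (camera adjusted p = 5.62e-06) and steroidogenic genes of −0.39 (adjusted p = 0.00356), the latter with 0.014 on array 1 and −0.90 on array 2. With fry the adjusted p was 0.144 for the mast cell list and 0.616 for the steroidogenic list. Cpa3, at 1.34, was the mast cell gene with the highest mean, and under normexp and loess the median of that list was 0.15. Endothelial genes had 0.13 (adjusted p = 0.205), proliferation genes 0.081 (0.361), genes of oxidative phosphorylation −0.029 (0.467), red blood cell genes 0.021 (0.751) and late spermatid genes 0.14 (0.341). Among the matched random lists, the endothelial list lay at percentile 99.77 and the proliferation list at 98.33. The lists of oxidative phosphorylation, red blood cell and late spermatid genes lay at 15.6, 66.7 and 70.6. Slc4a1 is in both the collecting duct and the red blood cell list.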
